A study of Komagataella pastoris with 4 samples. Its data were reported in "Characterization of the transactivation and nuclear localization functions of Pichia pastoris zinc finger transcription factor Mxr1p" (2021).

How the data were processed

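RNA sequencing libraries of the methylotrophic yeast *Pichia pastoris* (*Komagataella phaffii*) were compared between the strain GS115 and its derivative Dmxr1, in which the gene of the zinc finger transcription factor Mxr1p was disrupted by a zeocin resistance cassette. Both strains were cultured for 14 h in minimal medium with ethanol as carbon source, and each was represented by 2 libraries. The labels number the libraries of each strain as replicates 1 and 2, and the study's methods describe cultures in duplicate. The p-values measure the spread between these libraries, and with 2 per strain that spread is estimated with little information.

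Per the labels, ribosomal RNA was depleted before library preparation. Per the submitters' processing notes, reads were demultiplexed with bcl2fastq 2.19.0.316 and trimmed with fastp 0.19.6, aligned with Bowtie2 and counted with featureCounts 1.6.4. The reference was the *K. phaffii* genome that the study's methods name. The strand setting of the counting and the treatment of reads with several alignments are not given in the sources used here, so overlapping, antisense and near-identical genes cannot be separated with certainty. The deposited values are raw read counts per gene, made by the authors and not normalized. Per-sample columns without a matching sample numbered 0.

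The count table held 5427 rows identified by locus tag and gene identifier, with the authors' protein descriptions but no column of gene symbols. None of its rows (0 of 5427) matched the reference gene table available for this work, which describes a strain of another species, and that table was not used for names. Gene names were taken from the description, the UniRef name or the KEGG symbol of a row. The ALD genes were matched through the protein entries that the study lists. Where several rows shared the description of a gene that the study names, each was reported by its gene identifier.

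Genes with at least 5 counts in at least 2 libraries were tested, which left 5425. Differential expression was tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling and Benjamini-Hochberg adjustment over all genes tested. A gene was called lower or higher in Dmxr1 at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Every adjusted p of a single gene comes from this test unless another is named. The standard error of a log2 fold change was its size divided by the square root of its F statistic. CPM values are counts scaled to the TMM-adjusted library sizes and are given as mean ± SD. DESeq2 1.42.0 was an alternative.

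The lists of genes were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 19 lists that had at least 5 tested members. Each was also tested with an estimated correlation and with fry, which asks whether the genes of a list move, on balance, in one direction. The 22 lists covered ethanol oxidation and acetate activation, the carnitine shuttle, the glyoxylate cycle and gluconeogenesis, the tricarboxylic acid cycle, peroxisome biogenesis, fatty acid beta-oxidation, methanol utilisation, ammonium and acetate permeases, hexose and glycerol transporters, glycolysis, the respiratory chain and ATP synthase, glutamate and proline metabolism, amino acid biosynthesis, cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, oxidative stress and glutathione, heat shock and chaperones, iron uptake, cell wall and adhesins, the cell cycle, and carbon-source transcription regulators. A further pair of lists held the genes that the study's separate microarray of methanol-grown cells placed lower (161) or higher (222) in the mutant. Their overlap with the called genes was tested with a two-sided Fisher's exact test against the genes tested here. The microarray genes were called on another platform by a t-test and a fold threshold, with no adjustment of p described. The array's own gene list was available only in part, so the background may hold genes that the array did not measure.

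The comparison, its tests, the alternatives, the symbols and search patterns of the lists and the rule for named genes were chosen before the data were examined. The matching of symbols to rows was settled only after the gene-level results had been seen. This includes the removal of 44 of 625 matches whose annotation named another function, and the choice of rows for the genes that the study names. An aldehyde dehydrogenase row was kept by its UniRef name although its KEGG entry names another function. The matching was made from annotation text, and the result with no match removed is given as an alternative. Named genes were MXR1, the ALD genes and ACS1, the 10 genes with the lowest and the 10 with the highest log2 fold change among called genes whose Dmxr1 libraries both lay beyond both GS115 libraries, the genes that the study names, and up to 4 members with the smallest p in each list described.

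The procedure was tested on simulated counts with the means, library sizes and dispersions of these libraries and 200 changed genes. Recovery in the comparison of Dmxr1 with GS115 was counted at an adjusted p of at most 0.05, without the fold threshold. Over 5424 genes tested, edgeR recovered 17 of 67 changed 1.5-fold, 65 of 67 changed 2-fold and 66 of 66 changed 4-fold. There were 10 false calls. Each simulated gene was drawn independently from the fitted model. Variation shared between genes was not simulated, so recovery and false calls in the real libraries may differ. Recovery by the full call, which also needs the fold threshold, was not counted. Alternatives were other scalings, other count filters, protein-coding rows only, DESeq2, the replicate number as a block, each library left out in turn, the adjusted p alone and a test against the fold threshold. Rows with identical counts were sought among those with more than 40 counts in all. Figures were drawn with matplotlib 3.10.9.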

Results

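The RNA sequencing data comprised 4 libraries, 2 of the strain GS115 and 2 of Dmxr1, all from cells cultured for 14 h with ethanol as carbon source. GS115 carries MXR1, whose product Mxr1p is a zinc finger regulator of carbon source use, and Dmxr1 carries a disrupted copy. The comparison asked which transcripts of ethanol-grown cells differ when Mxr1p is missing. The study describes slower growth of the mutant on ethanol. Effects of growth at 14 h cannot be told apart here from other effects of the disruption. The libraries held 24140235 and 29402357 counts in GS115 and 25524047 and 27988540 in Dmxr1. The first principal component of log2 CPM carried 75.7% of the variance and separated the strains. The pairs of replicates differed by far more than sampling noise, with a chi-square per degree of freedom of 173 in GS115 and 93.2 in Dmxr1.

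The MXR1 row, ACIB2EUKG772516, was counted in all libraries. It had 287 and 405 CPM in GS115 replicates 1 and 2, and 206 and 258 CPM in Dmxr1 replicates 1 and 2. Its log2 fold change was -0.58 (SE 0.21, adjusted p = 0.0787), which did not pass the threshold. The strain was made by inserting a cassette into the coding region, and a count over the whole gene does not separate the parts left in place from the part removed. The row therefore neither checks nor contradicts the labels.

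Among 5425 genes tested, 177 were lower and 29 were higher in Dmxr1. ALD6-1 (ACIB2EUKG773017), an aldehyde dehydrogenase that converts acetaldehyde to acetate, had the lowest log2 fold change, -5.42 (SE 0.25, adjusted p = 3.02e-09), which is 42.8-fold lower. The mitochondrial carnitine carrier CRC1 (ACIB2EUKG769778) had the highest, 2.82 (SE 0.22, adjusted p = 1.35e-06). Of the 29 higher rows, 2 carried the same identifier (ACIB2EUKG769084) and identical counts, which leaves 28 distinct. At the adjusted p alone, 567 genes were lower and 275 higher, and in a test against the fold threshold itself 16 were lower and 5 higher. The counts of calls rested partly on single libraries. Without GS115 replicate 1 there were 94 lower and 49 higher genes, without GS115 replicate 2 there were 290 and 44, without Dmxr1 replicate 1 there were 111 and 23, and without Dmxr1 replicate 2 there were 273 and 56.

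**Figure D1:**
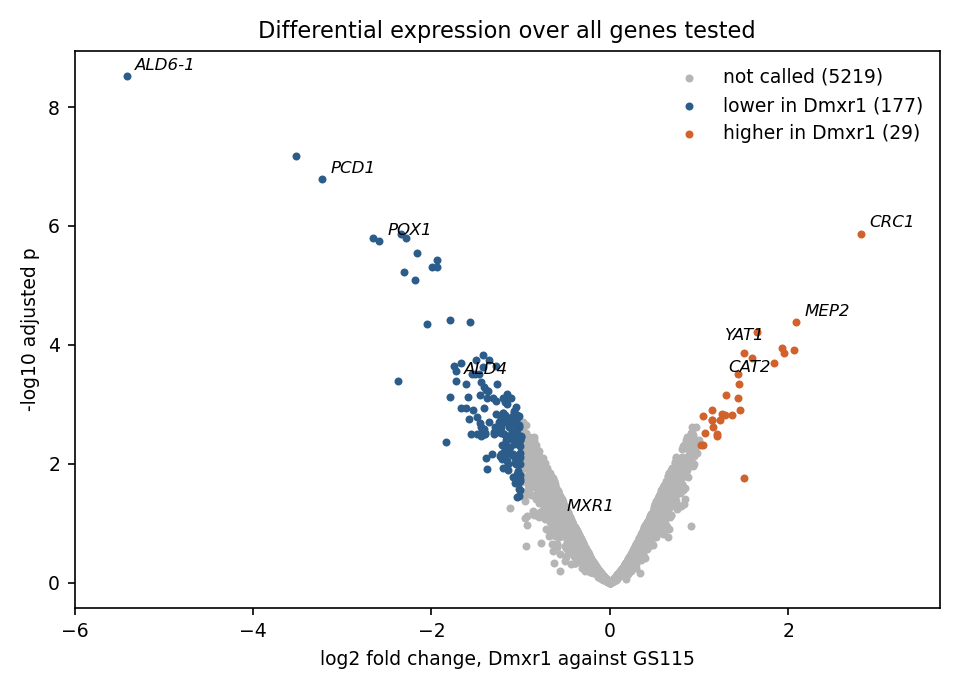
Volcano plot of the 5425 genes tested, with the log2 fold change of Dmxr1 against GS115 on the horizontal axis and -log10 of edgeR's adjusted p on the vertical axis. Blue points are the 177 genes called lower, orange points the 29 called higher and grey points the genes not called, and ALD6-1 lies apart at a log2 fold change of -5.42.

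Of the genes that turn ethanol into acetyl-CoA, ALD6-1 fell from 1889 ± 91.6 CPM in GS115 to 44.2 ± 6.76 CPM in Dmxr1 (SD, n = 2 each). ALD4 (ACIB2EUKG770202) fell from 5223 ± 458 CPM to a mean of 1581 CPM, with a log2 fold change of -1.72 (SE 0.24, adjusted p = 0.000402). The row ACIB2EUKG772538, annotated as a mitochondrial aldehyde dehydrogenase by its UniRef name but as a methylmalonate-semialdehyde dehydrogenase by its KEGG entry, fell by 1.36 on the log2 scale (adjusted p = 0.000180), and its part in ethanol use is uncertain. ALD6-2 had a log2 fold change of 0.43 (adjusted p = 0.174), ALD2 of -0.089 (adjusted p = 0.749) and the acetyl-CoA synthetase ACS1 of 0.035 (adjusted p = 0.929), none of which passed the test. The acetyl-CoA synthetase ACIB2EUKG771575 (ACS2) had a log2 fold change of 0.83 (adjusted p = 0.0142), which passed the adjusted p but not the fold threshold. Of 16 tested members of the list of ethanol oxidation and acetate activation, 3 were called lower, ACIB2EUKG772538 included, and 0 higher. The count called lower was also 3 when adjusted over the list alone. Camera did not call the list as a whole (adjusted p = 0.505, and 0.804 with an estimated correlation). It did so with library size alone (adjusted p = 0.00329), and fry called the list lower (adjusted p = 0.0444). The study drew on ALD6-1 in these samples, so the count over the list alone is not independent evidence.

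**Figure D2:**
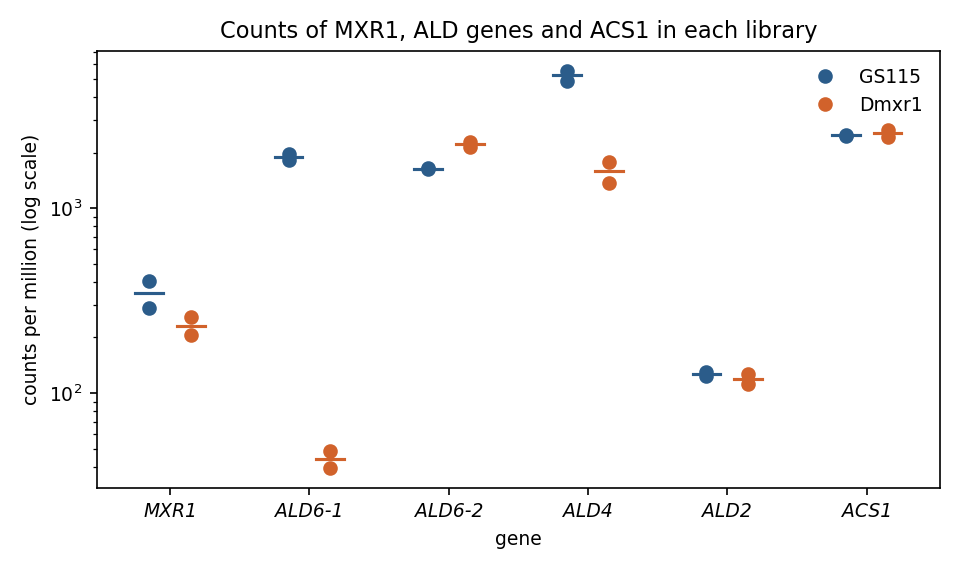
CPM on a log axis for MXR1, the ALD genes and ACS1, with a point for each library and a bar at the mean of each strain (n = 2). ALD6-1 is separated between the strains by the widest gap, at 1889 CPM in GS115 and 44.2 CPM in Dmxr1.

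Of the genes of fatty acid beta-oxidation, the peroxisomal breakdown of fatty acids, 5 of 10 were called lower in Dmxr1. POX1 (ACIB2EUKG769134), the acyl-CoA oxidase of the first step, fell by 2.59 on the log2 scale (SE 0.21, adjusted p = 1.79e-06). The fatty acyl-CoA synthetase rows ACIB2EUKG772675 and ACIB2EUKG769889, neither of which could be singled out as FAA2, had log2 fold changes of -2.28 and -1.22, and both were called lower. The 3-ketoacyl-CoA thiolase ACIB2EUKG769676 fell by 1.54 and the enoyl-CoA isomerase ACIB2EUKG768797 fell by 1.27. In the list 0 members were called higher, and the same 5 were called lower when adjusted over the list alone. At the adjusted p without the fold threshold 7 were lower and 0 higher. The median log2 fold change was -1.02 (camera adjusted p = 1.88e-06, and 0.238 with an estimated correlation). PCD1 (ACIB2EUKG771395), a peroxisomal pyrophosphatase outside the matched list, fell by 3.23 (adjusted p = 1.63e-07).

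Some genes of peroxisome biogenesis were also called lower. PEX25 (ACIB2EUKG771818) fell by 1.26 and the biogenesis factor PEX8 (ACIB2EUKG768931) fell by 1.02 on the log2 scale. The import protein ACIB2EUKG769612 fell by 1.28, and ACIB2EUKG772507, a peroxisomal ubiquitin-conjugating enzyme named only after its value was seen, fell from 79.0 ± 5.02 CPM to a mean of 39.4 CPM (adjusted p = 0.00404), barely past the fold threshold. Of 29 members 4 were called lower (3 in DESeq2, without ACIB2EUKG772507) and 0 higher, and 4 were called lower when adjusted over the list alone. At the adjusted p without the fold threshold 14 were lower and 0 higher, and over the list alone 19 and 0. The list's median log2 fold change was -0.53 (camera adjusted p = 1.54e-06, and 0.238 with an estimated correlation). In methanol utilisation, the formate dehydrogenase ACIB2EUKG771003 fell by 1.79 and the alcohol oxidase AOX1 (ACIB2EUKG772156) fell by 1.06. The other 6 of 8 members were not called (camera adjusted p = 0.0179; adjusted p = 0.468 with an estimated correlation), and fry did not call the list (adjusted p = 0.0573). Among those 6, peroxisomal catalase ACIB2EUKG769524 (log2 fold change -0.88, adjusted p = 0.00951) missed only the fold threshold. Formate dehydrogenase and AOX1 were also the 2 called lower when adjusted over the list alone. The study drew on beta-oxidation and peroxisomal genes in these samples, so those counts are not independent evidence. AOX1 lost its call without GS115 replicate 2 (log2 fold change -0.98) and without Dmxr1 replicate 1 (-0.91), where only the fold threshold was missed. PEX8 did so at -0.86 and -0.85 in those settings, and ACIB2EUKG769612 at -0.93 without Dmxr1 replicate 1. ACIB2EUKG772507 lost its call without GS115 replicate 2 (-0.93) and without Dmxr1 replicate 1 (-0.73, adjusted p = 0.0914). Upper-quartile scaling and library size alone also brought AOX1, PEX8 and ACIB2EUKG772507 short of the fold threshold, at adjusted p-values under 0.05.

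Of 5 carnitine shuttle genes, which carry acetyl units between compartments, 3 were called higher and 1 lower in Dmxr1. CRC1 rose from 280 ± 18.2 CPM to a mean of 1976 CPM. The carnitine acetyltransferases CAT2 (ACIB2EUKG771954) and YAT1 (ACIB2EUKG768637) rose by log2 fold changes of 1.96 (SE 0.24, adjusted p = 0.000138) and 1.93 (SE 0.23, adjusted p = 0.000114). The permease AGP2 (ACIB2EUKG771103) fell by 1.04, a call that was lost without GS115 replicate 1 (log2 fold change -0.66) and without Dmxr1 replicate 1 (-0.74). The same 3 and 1 passed when adjusted over the list alone (camera adjusted p = 0.00180; adjusted p = 0.238 with an estimated correlation). The study named CRC1, CAT2 and YAT1 from these samples, so the count is not independent evidence.

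In the glyoxylate cycle, tricarboxylic acid cycle and respiratory chain lists few single genes were called. Isocitrate lyase (ACIB2EUKG768919), the first enzyme of the glyoxylate cycle, rose by a log2 fold change of 1.16 (adjusted p = 0.00240) and was the 1 of 6 list members called. The median of that list was 0.53 (camera adjusted p = 0.00132; adjusted p = 0.238 with an estimated correlation). In the tricarboxylic acid cycle list 1 of 16 members was called, ACIB2EUKG770120, an NADP isocitrate dehydrogenase by its UniRef name. It rose by 1.66 (adjusted p = 6.15e-05). At the adjusted p alone 5 members were higher, among them citrate synthase ACIB2EUKG768207 at a log2 fold change of 0.82. The list's median was 0.52 (camera adjusted p = 1.32e-06; adjusted p = 0.238 with an estimated correlation). Another row described as isocitrate dehydrogenase, ACIB2EUKG768327, had a log2 fold change of 0.40 (adjusted p = 0.158). ACIB2EUKG770628 and ACIB2EUKG772416 are described as isocitrate/isopropylmalate dehydrogenases, and by UniRef name are subunits of the mitochondrial NAD isocitrate dehydrogenase. They had log2 fold changes of 0.39 (adjusted p = 0.145) and 0.48 (adjusted p = 0.0865). None of these rows was called. In the respiratory chain and ATP synthase list the median of 65 members was 0.40 (camera adjusted p = 1.21e-09, and 0.238 with an estimated correlation). Of these, 0 were called higher by edgeR or DESeq2 (31 and 38 at an unadjusted p under 0.05). At edgeR's adjusted p alone 14 were higher and 2 lower, and over the list alone 20 and 2. Only ACIB2EUKG768812 was called, lower at -1.44. That row had no call without GS115 replicate 1 (-0.82). Adjusted over the list alone, the calls in these lists were 1 higher, 1 higher and 1 lower in this order. The study named isocitrate lyase and isocitrate dehydrogenase from these samples, so the first of these counts are not independent evidence.

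Amino acid biosynthesis genes had a median log2 fold change of 0.36 over 24 members (camera adjusted p = 0.000360; adjusted p = 0.403 with an estimated correlation). Fry did not call this list (adjusted p = 0.0987). At the adjusted p without the fold threshold 8 members were higher and 1 lower. The homo-isocitrate dehydrogenase ACIB2EUKG769565 was called higher at 1.07 and the aromatic aminotransferase ACIB2EUKG772908 lower at -1.09. The same 1 and 1 were called when adjusted over the list alone. Both calls were lost without single libraries, at 0.95 without GS115 replicate 2 and 0.84 without Dmxr1 replicate 1 for the first, and at -0.71 without GS115 replicate 1 and -1.01 (adjusted p = 0.0675) without Dmxr1 replicate 1 for the second. The study named isocitrate/isopropylmalate dehydrogenase, the description of ACIB2EUKG769565, from these samples, so the count of higher genes is not independent evidence. Cytosolic ribosomal protein genes had a median of 0.42 over 84 members (camera adjusted p = 3.48e-11; adjusted p = 0.468 with an estimated correlation). Fry did not call them (adjusted p = 0.113). Of the 84, 0 were called by edgeR or DESeq2 and 18 were higher at edgeR's adjusted p alone. At an unadjusted p under 0.05, 44 were higher and 2 lower (50 and 2 in DESeq2). Adjusted over the list alone, 21 were higher at the adjusted p and 0 reached the fold threshold. The ribosomal protein ACIB2EUKG772678 (S23) had a log2 fold change of 0.85 and ACIB2EUKG771921 (P2) of 0.82.

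**Figure D3:**
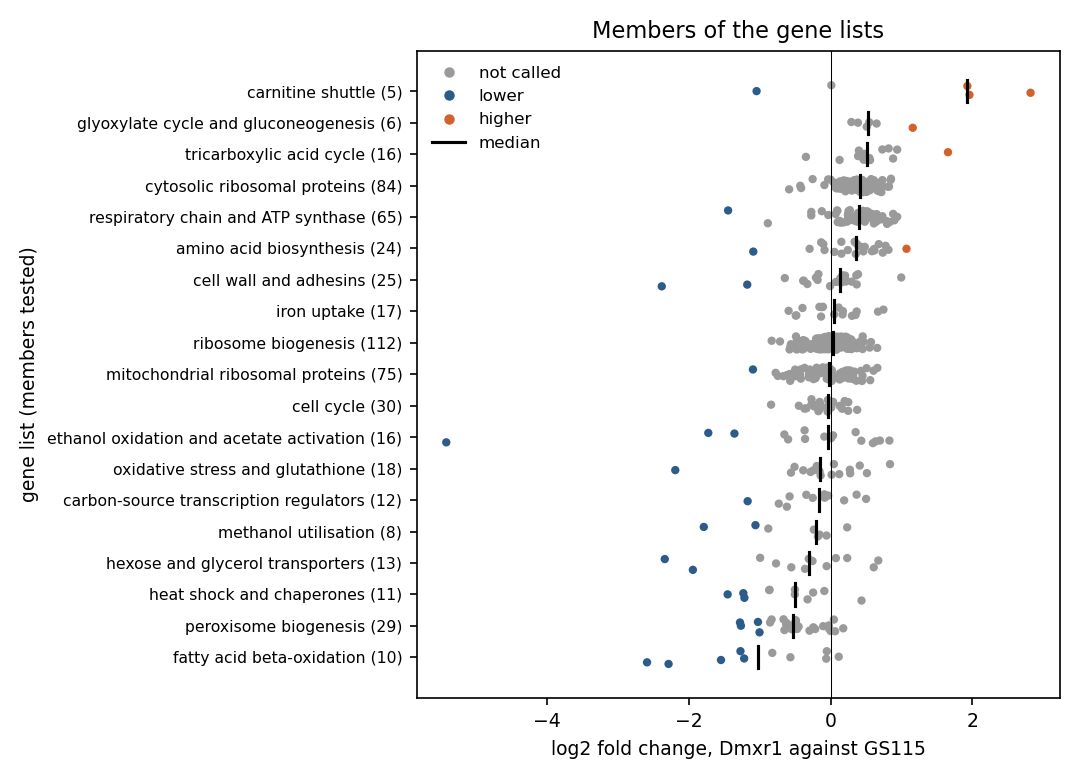
The log2 fold change of Dmxr1 against GS115 for each tested member of the 19 lists with at least 5 members, with the number of members in parentheses and a black line at the median. Blue and orange points are members called lower and higher, and beta-oxidation lies lowest with a median of -1.02.

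Transporters moved in both directions. MEP2 (ACIB2EUKG768979), an ammonium transporter, rose by a log2 fold change of 2.09 (SE 0.23, adjusted p = 4.21e-05), and was the 1 called of 3 tested members of the ammonium and acetate permease list, all of which were ammonium transporters, also when adjusted over the list alone. Rows described as proteins of ammonia export, which the list's patterns did not match, split. All of those given here except ACIB2EUKG770042 carry the UniRef name acetate transporter. ACIB2EUKG768522 fell by 3.52 (adjusted p = 6.69e-08) and ACIB2EUKG770042 fell by 1.61, while ACIB2EUKG768246 rose by 1.29 and ACIB2EUKG768479 by 1.26. ACIB2EUKG768521 was not called (log2 fold change -0.58, adjusted p = 0.0289). The description alone does not show which is ADY2-3. Of 4 candidate rows for GTH1, which could not be singled out among hexose and glycerol transporters, the high-affinity glucose transporters ACIB2EUKG767786 and ACIB2EUKG772004 fell, with log2 fold changes of -2.34 and -1.94, and were 2 of 13 members, also when adjusted over the list alone (camera adjusted p = 0.0370; adjusted p = 0.367 with an estimated correlation). The other rows, ACIB2EUKG769167 and ACIB2EUKG770743, had log2 fold changes of 0.61 (adjusted p = 0.0703) and 0.23 (adjusted p = 0.355) and were not called. The list's call was lost without GS115 replicate 2 (adjusted p = 0.0558). The study drew on an ammonia exporter, MEP2 and a glucose transporter in these samples, so these counts are not independent evidence.

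The YLL054C homologue ACIB2EUKG771115, a putative transcriptional regulator, fell by 2.66, and the glutathione transferase ACIB2EUKG769933 was 4.56-fold lower. ACIB2EUKG771638, annotated as a chromodomain helicase, fell by 2.30, and the adhesin-domain gene ACIB2EUKG769383 fell by 2.38 from a mean of 10.3 CPM. The allantoate permease family member ACIB2EUKG767791 rose by 2.06, its neighbour ACIB2EUKG767790 by 1.84, and biotin synthase ACIB2EUKG767824 by 1.59. ACIB2EUKG772669, annotated as an immunoglobulin A1 protease, rose from 42.2 ± 7.35 CPM to a mean of 119.8 CPM. Proline oxidase ACIB2EUKG768053, whose annotation did not match the list of glutamate and proline metabolism, rose by 1.51 (adjusted p = 0.0176), which rested on Dmxr1 replicate 1, since without it the log2 fold change was 0.26 (adjusted p = 0.620).

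The heat shock and chaperone list was called lower by camera but not by fry (adjusted p = 0.251), and it rested partly on GS115 replicate 1. Of 11 members of the heat shock list, 3 fell, also when adjusted over the list alone (median log2 fold change -0.50, camera adjusted p = 0.00339; adjusted p = 0.468 with an estimated correlation). FES1 (ACIB2EUKG770712), an exchange factor of Hsp70, fell by 1.45, and the co-chaperones ACIB2EUKG769546 and ACIB2EUKG769741 fell, with log2 fold changes of -1.23 and -1.22. Without GS115 replicate 1 the latter pair had log2 fold changes of -0.81 and -0.70 and was not called, and ACIB2EUKG769546 was not called without Dmxr1 replicate 1 either, where its log2 fold change was -1.18 and its adjusted p 0.0924. The list's mean shift against the other genes was -0.58, and -0.29 without GS115 replicate 1 (camera adjusted p = 0.0436).

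**Figure D4:**
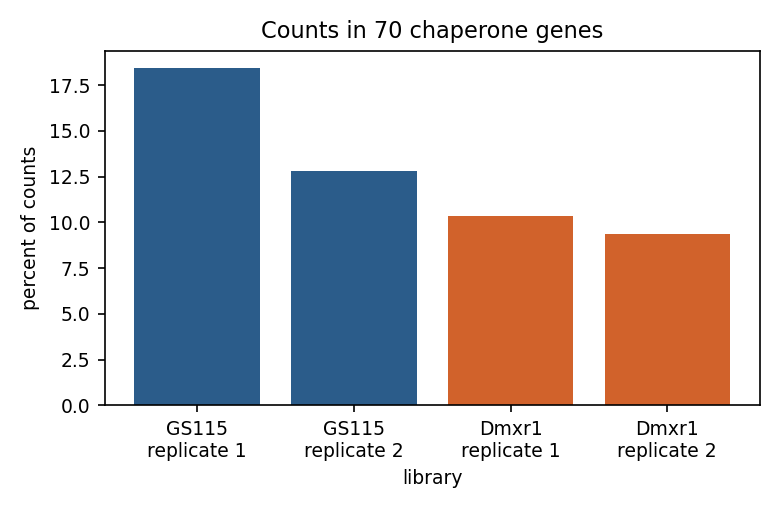
Bars from 0 give the percent of all counts held by 70 genes described as chaperones in each library, a wider set chosen after the data were seen. The share is highest in GS115 replicate 1 at 18.5% and lower in both Dmxr1 libraries at 10.3% and 9.34%.

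Besides ethanol oxidation, camera did not call mitochondrial ribosomal proteins (camera adjusted p = 0.985), ribosome biogenesis (0.656), oxidative stress and glutathione (0.675) or iron uptake (0.778). Nor did it call cell wall and adhesins (0.817), the cell cycle (0.656) or carbon-source transcription regulators (0.265). This does not show that their members were unchanged. The cell wall list had a mean log2 fold change of -0.070 against a median of 0.14, which differ in sign. Among mitochondrial ribosomal proteins 1 of 75 fell (ACIB2EUKG770505, not called without GS115 replicate 1, log2 fold change -0.59). Among regulators 1 of 12 fell (ACIB2EUKG768219, a co-repressor, not called without GS115 replicate 1 at -0.98 or without Dmxr1 replicate 1 at -0.91). Cell wall genes had 2 of 25 lower, ACIB2EUKG769383 and ACIB2EUKG771704, the latter not called without Dmxr1 replicate 1 (-0.75) and at -1.78 without Dmxr1 replicate 2. The oxidative stress list had 1 of 18 lower, the glutathione transferase. Adjusted over the list alone, these counts were 1, 1, 2 and 1. Ribosome biogenesis, iron uptake and the cell cycle had 0 called by edgeR or DESeq2, among which 3, 3 and 1 genes passed edgeR's adjusted p alone and 17, 6 and 2 an unadjusted p under 0.05 (16, 4 and 1 in DESeq2). Of 2 genes of glutamate and proline metabolism 0 were called by edgeR or DESeq2 and 2 had an unadjusted p under 0.05 in each, and no row matched the glycolysis list.

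Of the genes lower in the mutant on methanol, 4 were also lower on ethanol, where 5.25 were expected by chance (odds ratio 0.75, Fisher's exact p = 0.820). These were AOX1, POX1, ACIB2EUKG769383 and ACIB2EUKG772692. Of the genes higher on methanol, 3 were also higher on ethanol, where 1.19 were expected (odds ratio 2.73, Fisher's exact p = 0.113), namely isocitrate lyase, CAT2 and the arginine permease ACIB2EUKG769368. Without Dmxr1 replicate 2 this odds ratio was 4.01 (Fisher's exact p = 0.00180), with library size alone 4.35 (Fisher's exact p = 0.00461), and without GS115 replicate 2 it was 1.72 (Fisher's exact p = 0.426). Without GS115 replicate 1 the odds ratio of the lower genes was 1.46 (Fisher's exact p = 0.362). In the opposite direction, 4 genes higher on methanol were lower on ethanol, among them the formate dehydrogenase ACIB2EUKG771003, where 7.24 were expected (odds ratio 0.53, Fisher's exact p = 0.251), and 1 gene lower on methanol was higher on ethanol, where 0.861 were expected (odds ratio 1.17, Fisher's exact p = 0.584). Of these, ACIB2EUKG768442, ACIB2EUKG770962 and ACIB2EUKG767788 were not called without Dmxr1 replicate 1 (log2 fold changes -0.87, -0.73 and 0.97), nor the first pair without GS115 replicate 1 (-0.98 and -0.52). The same 4 and 3 passed in the same direction, and the same 4 and 1 in the opposite one, when adjusted over the list alone. The lower list did not shift as a whole (camera adjusted p = 0.969). The higher list shifted upward with a median log2 fold change of 0.10 (camera adjusted p = 0.0322; adjusted p = 0.107 with an estimated correlation). That call was lost without GS115 replicate 2 (adjusted p = 0.0834) and without Dmxr1 replicate 2 (adjusted p = 0.0504).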

Values the study reported

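Of 5424 genes, the study found 170 with lower and 28 with higher expression in the mutant. Its thresholds were an adjusted p-value below 0.05 and a log2 fold change of at least 1 in either direction.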

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

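The results with no list match removed and with identical rows counted once were added only after the result was seen. ALD6-1 kept its direction and its call under every alternative run, with log2 fold changes from -5.58 to -5.27. The counts of genes stayed within 1.5 times of 177 lower and 29 higher under other scalings, filters, DESeq2 and protein-coding rows. Library size alone, however, gave 118 lower and 39 higher genes, and the share of higher calls was 24.8% against 14.1%. No scaling moved the median log2 fold change of all genes by more than 0.08. Fewer genes were called against the fold threshold itself (16 lower, 5 higher) and more at the adjusted p alone (567 and 275), as the construction of those thresholds implies. Leaving out single libraries gave 94 to 290 lower and 23 to 56 higher genes, with the remaining library of a strain assumed to vary like the other strain. Without GS115 replicate 1, 86 of the 177 lower and 26 of the 29 higher genes were called again. MXR1 ranged from -0.81 to -0.31 in those fits and passed the adjusted p only without GS115 replicate 1 (0.0178). The libraries share only a number, and the correlation of same-numbered deviations was -0.144. With the replicate block 151 genes were lower and 28 higher, of which 149 and 27 were shared with the fit without it. With an estimated correlation camera called 0 of 19 lists (3 at an unadjusted p under 0.05), against 11 with the preset one and 8 by fry. Those 8 include ethanol oxidation, which camera called only with library size alone (adjusted p = 0.00329), and leave out methanol utilisation (0.0573), amino acid biosynthesis (0.0987), cytosolic ribosomal proteins (0.113) and heat shock (0.251). With an estimated correlation camera called 0 of the methanol lists (0 at an unadjusted p under 0.05), as did fry (1 at an unadjusted p under 0.05). Leaving out libraries gave 0 to 1 methanol lists. With no match removed 11 lists were called. Directions reversed only where nothing was called. For lists the direction is camera's and the value is the mean shift of log2 fold changes against the other genes, which can differ in sign. Mitochondrial ribosomal proteins stood at 0.012 with library size alone, 0.0072 with the replicate block and between -0.105 and 0.115 without single libraries. Cell wall genes stood at -0.030 with library size alone and, without single libraries, between -0.178 and 0.0998. Without single libraries, oxidative stress genes ranged from -0.178 to 0.0113, ribosome biogenesis from -0.0099 to 0.118, the lower methanol list from -0.0331 to 0.0279, its overlap odds ratio from 0.679 to 1.46 (that of the higher list from 1.72 to 4.01, and 4.35 with library size alone), and ACS1 from -0.0227 to 0.0903. The cause of the reversals was not tested. Of the named genes, 13 called ones lost the call without a library. With upper-quartile scaling and library size alone, log2 fold changes shrank below the threshold for AOX1 (-0.999 and -0.990), PEX8 (-0.968 and -0.963), AGP2 (-0.966 and -0.941) and the unplanned ACIB2EUKG772507 (-0.942 and -0.936), and with library size alone for ACIB2EUKG772908 (-0.982) and ACIB2EUKG770505 (-0.978). DESeq2 did not call ACIB2EUKG768053 (adjusted p = 0.210), nor did it or its size factors call ACIB2EUKG772507 (-0.999 in both). With the replicate block ACIB2EUKG768053, AGP2 and ACIB2EUKG769546 lost the call (adjusted p = 0.109, 0.0698 and 0.0556). The search for Mxr1p binding motifs in promoters was not run, since no genome of the same build was used here.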

Other observations

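The tests of explanations in this part were all chosen only after the result was seen. A wider set of 70 genes described as chaperones, assembled after the heat shock list had been seen, held 18.5% and 12.8% of all counts in GS115 replicates 1 and 2, and 10.3% and 9.34% in Dmxr1. The Hsp70 gene ACIB2EUKG771769 (SSA3) alone held 5.40%, 4.15%, 2.74% and 2.91%. Of the 70, 6 fell in Dmxr1, and the median log2 fold change was -0.065. All 6 were among the 18 members above 1000 CPM, whose median was -0.86. The Hsp70 gene ACIB2EUKG771229 (SSB1) went the other way at 0.53 (edgeR adjusted p = 0.0937).

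ALD4 was called lower in these libraries, with a log2 fold change of -1.72, whereas the study's qPCR described ALD6-1 as the only lower aldehyde dehydrogenase mRNA.

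The lower level of the 18 abundant chaperone genes in Dmxr1 could in part reflect GS115 replicate 1. Without that library the median log2 fold change of the 18 genes was -0.36, and 1 rather than 6 of them was called, which neither excludes that library as the source nor accounts for all of the difference. Library size alone gave a median of -0.74, so the choice between it and TMM does not account for the lower level. The median log2 fold change of all genes was 0.0041 with TMM and 0.079 with library size alone. Since these scalings differ so little, the comparison could not test a larger error of scaling. A difference in growth between the strains, which the study describes on ethanol, stays open and was not tested.

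The MXR1 row was not lost in Dmxr1. A swap of 1 library of each strain is argued against, since 0 Dmxr1 libraries reached the lower GS115 library in ALD6-1. An exchange of all labels was not tested with these counts. ALD6-1 had 44.2 CPM in the libraries labelled Dmxr1 and 1889 CPM in those labelled GS115. The study's qPCR and Western blots also had ALD6-1 lower in the mutant on ethanol, which argues against such an exchange. GS115 cells or RNA in the Dmxr1 cultures would bring ALD6-1 with them. Yet the highest Dmxr1 library had 2.68% of the ALD6-1 level of the lower GS115 library. For MXR1 the Dmxr1 mean was 67.0% of the GS115 mean. The lower Dmxr1 library held 50.7% of the MXR1 level of the higher GS115 library. Reads from parts of the locus left beside the cassette may account for the row and stay open, since the counts are given per gene.

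Genes called lower often had neighbouring locus tags. There were 35 neighbouring pairs among the 177 genes, where 5.77 were expected, and 0.0001 was the p of 10000 permuted placements, the smallest they can give. Chance placement is thus argued against. Among the 94 genes called lower without GS115 replicate 1 there were 9 such pairs, where 1.62 were expected, and 8 of them were among the 35. The log2 fold changes of neighbours correlated across genes at 0.297, but the log2 difference between the GS115 libraries did so at 0.350 and that between the Dmxr1 libraries at 0.277, so variation between libraries of one strain could produce such neighbourhoods without an effect of MXR1. Reads shared between neighbours stay open, since strand and coordinates were not used here.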
